# Transcriptional Changes Fade Prior to Long-Term Memory for Sensitization of the *Aplysia* Siphon-Withdrawal Reflex

**DOI:** 10.1523/ENEURO.0477-25.2026

**Published:** 2026-03-27

**Authors:** Tania Rosiles, Melissa Nguyen, Robert J. Calin-Jageman, Irina E. Calin-Jageman

**Keywords:** forgetting, gene expression, long-term memory, sensitization, transcription

## Abstract

Forming a long-term memory requires changes in neuronal transcription. What happens, though, as the memory is forgotten? And how does the transcriptional state relate to the maintenance and recall of the long-term memory? To answer these questions, we have been systematically tracing the time course of transcriptional changes evoked by long-term sensitization in the marine mollusk *Aplysia californica*. Our approach captures transcriptional changes in neurons of known behavioral relevance using a within-subject design, delineating patterns of transcriptional change that are comprehensive and reproducible. We have previously reported that within 1 d of long-term sensitization training, there is a widespread transcriptional response involving robust changes in over 5% of tested transcripts (1,198 of ∼22 k; Conte et al., 2017). Within 1 week, however, memory strength fades, and nearly all transcriptional changes relapse to baseline ( Perez et al., 2018). Here we report microarray analysis (*N* = 16) of transcriptional changes 5 d postlearning, a time point when memory strength has weakened but is still robust. Remarkably, we found that at this intermediate behavioral stage, nearly all transcriptional changes have fully decayed, even in subsets of animals that have shown very little forgetting. Thus, most transcriptional changes seem to decay more rapidly than memory expression. We discuss several possible ways that memory expression could become decoupled from detectable transcriptional regulation.

## Significance Statement

This project characterizes the transcriptional state accompanying a partially forgotten long-term memory in *Aplysia*, showing that most transcriptional changes induced during learning fade before forgetting is complete. These results raise interesting questions about the interrelationships between transcriptional, neuronal, and behavioral change.

## Introduction

Long-term memories are distinguished not only by their duration but also by their requirement for changes in neuronal gene expression (Goelet et al., 1986). After a memory is induced, though, how do transcriptional states relate to memory expression? The “consensus model” is that transcriptional changes trigger the encoding of long-term memory (Klann and Sweatt, 2008) and that this includes activation of self-sustaining biochemical changes that perpetuate at least some transcriptional changes to support the ongoing expression of the memory (Zhang et al., 2010; Smolen et al., 2019). With this model, forgetting is a disruption of maintenance mechanisms, and transcriptional states and memory expression should be tightly linked. There is some evidence, though, that the relationship between transcription and memory expression is not straightforward. For example, some transcriptional changes seem to persist even after memory expression weakens (Kim et al., 2012; Perez et al., 2018), and savings memory (the rapid relearning of a seemingly forgotten memory) can be expressed without notable changes in gene expression (Rosiles et al., 2020). A critical goal, then, is better characterizing the ways in which changes in neuronal gene expression sculpt not only the induction but also the maintenance and forgetting of long-term memory.

We have been studying this issue by tracing the changes in gene expression that accompany long-term sensitization of the tail-elicited siphon–withdrawal reflex (T-SWR) in *Aplysia californica* (Fig. 1*A*). Sensitization is an evolutionarily conserved form of memory (Walters, 2018) in which a painful stimulus causes an increase in reflex responsiveness, often accompanied by additional behavioral changes and modulated by the current motivational state of the animal (Shields-Johnson et al., 2012; Leod et al., 2018; Mueller et al., 2025). In *Aplysia*, long-term sensitization can be induced through repeated noxious shocks applied to the one side of the body (Scholz and Byrne, 1987; Wainwright et al., 2002) and then observed as a long-term, unilateral increase in the duration of the T-SWR, a defensive reflex (Walters and Erickson, 1986). The circuitry mediating this reflex has been characterized, and long-term sensitization has been shown to be due, in part, to long-term increases in the excitability and synaptic strength of the VC nociceptors located in the pleural ganglia (Scholz and Byrne, 1987; Walters et al., 2004). This form of learning has proven especially useful for studying transcriptional correlates of long-term memory because (1) the unilateral expression of sensitization enables powerful within-subject comparisons of gene expression and (2) analysis of gene expression can proceed from the pleural ganglia which contain the VC nociceptors, providing an excellent transcriptional signal from neurons of known behavioral relevance to the induction and maintenance of sensitization memory (Calin-Jageman et al., 2024).

**Figure 1.**
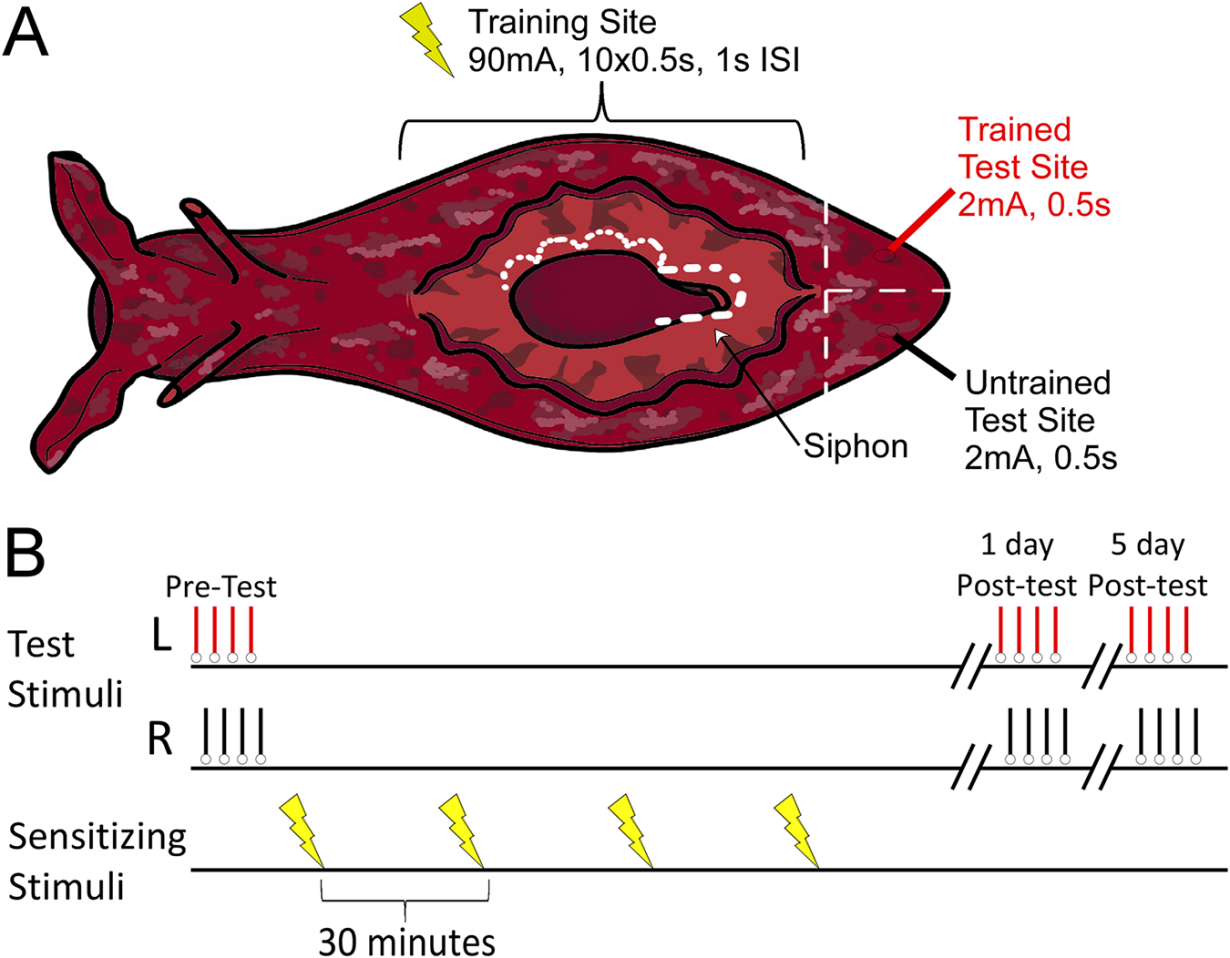
Long-term sensitization of the T-SWR. ***A***, A diagram of the body of an *Aplysia*. T-SWRs are evoked by applying an innocuous shock to the left or right tail (black and red lines). The duration of the T-SWR serves as an index of behavioral responsiveness. For LTS training, a noxious shock is applied along the length of one side of the body (lightning bolts). ***B***, Experimental protocol. First, baseline T-SWR measures are made on the left and right side of the tail; then LTS training is applied to the one side of the body; then T-SWR measures are made again 1 and 5 d after posttests. Immediately after the 5 d posttests, pleural ganglia from the trained and untrained side are harvested in matched pairs of left-trained and right-trained animals.

We have previously shown that long-term sensitization training produces widespread changes in gene expression in the pleural ganglia containing VC nociceptors (as well as directly in the VC neurons themselves). One hour after training, there is notable upregulation of ∼80 transcripts, many of which are transcription factors (Herdegen et al., 2014a,b). At 1 d after training, this transcriptional response ramifies, involving over 1,100 transcripts that show clear regulation (Conte et al., 2017). After 1 week, the expression of sensitization fades completely (reflex responsiveness returns to baseline), and so do most transcriptional changes, with the vast majority of transcripts regulated 1 d after training showing a statistically significant decline in regulation (Perez et al., 2018). Although most transcriptional changes decay within 1 week, we have identified seven transcripts which show “beyond forgetting” regulation that persists for up to 2 weeks, long after recall of sensitization has fully decayed (Patel et al., 2018; Perez et al., 2018). Interestingly, sensitization memory can be rapidly relearned (savings or latent memory; Philips et al., 2006) and can then repersist in a long-term form (for >1 d), but this does not reactivate transcriptional changes (Rosiles et al., 2020), providing a puzzling disconnect between transcriptional states and memory expression.

Here we characterize the transcriptional changes occurring 5 d after long-term sensitization training, a time point at which there is substantial forgetting and yet still clear expression of long-term sensitization memory. Following a preregistered design, we designed our study to help answer four questions:

1. What is the fate of the ∼1,200 transcripts strongly regulated during early maintenance of long-terms sensitization?
2. Is the small set of “beyond forgetting” transcripts also regulated at this earlier time point?
3. Does the passage of time and forgetting of sensitization produce additional, late-breaking transcriptional changes?
4. Do any gene expression changes predict individual levels of forgetting?

## Materials and Methods

Prior to conducting microarray analysis, we preregistered our sample size plan, data exclusions, all manipulation and measures, and a complete microarray analysis script (https://osf.io/g3ueu). We then followed our preregistered plan exactly, with no notable deviations. We report below all preregistered analyses and note as exploratory any follow-up analyses developed after data collection. Our preregistration documents, analysis scripts, and behavioral data are posted to the Open Science Framework (https://osf.io/ccwks/); the microarray data are also posted to NCBI's Gene Expression Omnibus (Geo ID: GSE315391).

### Animals

Animals (75–125 g) were obtained from the RSMAS National Resource for *Aplysia* and maintained at 16°C in one of the two 90 gallon aquariums with continuously circulating artificial seawater (Instant Ocean, Aquarium Systems). Handling was as described previously (Herdegen et al., 2014b). *Aplysia* are true hermaphrodites.

### Long-term sensitization training

A 1 d long-term sensitization training protocol (Fig. 1*B*) was used, adapted from Wainwright et al. (2002) but with a stronger shock (90 vs 60 mA) and a constant-current stimulus (Bonnick et al., 2012; Cyriac et al., 2013). Training consisted of four rounds of noxious shock applied at 30 min intervals to one side of the body with a handheld electrode. Each round of shock consisted of 10 pulses (60 Hz biphasic) of 500 ms duration at a rate of 1 Hz and an amplitude of 90 mA. During the course of each shock, the stimulating electrode was slowly moved from anterior (just behind neck) to posterior (just in front of tail) and back to cover nearly the entire surface of that side of the body. The side of training was counterbalanced.

### Behavioral measurement

As a behavioral outcome, we measured the duration of the T-SWR (Walters and Erickson, 1986). The reflex was evoked by applying a weak shock to the one side of the tail using a handheld stimulator (60 Hz biphasic DC pulse for 500 ms at 2 mA of constant current). T-SWR behavior was measured as the duration of withdrawal from the moment of stimulation to the first sign of siphon relaxation. Behavioral measurements were made by a researcher blind to the side of training.

To track sensitization memory, we measured T-SWR durations before training (baseline) and then 1 and 5 d after long-term sensitization training (posttests).

We focused on changes in T-SWR behavior by calculating the log-fold change from baseline to posttest at each time point on both the trained and untrained side of each animal:

$$\mathrm{LFC}=\mathrm{Lo}g_{2}(\mathrm{Post}\text{-}\mathrm{Test}/\mathrm{Baseline}).$$

By this metric, a score of 0 represents no change in T-SWR duration, and scores above 0 represent sensitization. We then calculated the degree of sensitization expression at each time point by comparing the change in T-SWR behavior on the trained side to the untrained side:

$$\mathrm{Sensitization}\_\mathrm{Expression}=\mathrm{LF}C_{\mathrm{Trained}}-\mathrm{LF}C_{\mathrm{Untrained}}.$$

Finally, we calculated a forgetting index as the change in sensitization expression from Day 1 to Day 5:

$$\mathrm{Forgetting}\_\mathrm{Score}=\mathrm{Sensitization}\_\mathrm{Expressio}n_{\mathrm{Day}1}\text{–}\mathrm{Sensitization}\_\mathrm{Expressio}n_{\mathrm{Day}5}.$$

With this metric, a score of 0 occurs when memory expression is stable (same expression on Day 1 and Day 5 leads to a forgetting score of 0) and is above 0 (indexing forgetting) when memory expression is lower on Day 5 than on Day 1.

### Isolation and processing of pleural ganglia RNA

We compared gene expression in the pleural ganglia on the trained versus untrained sides. To control for lateralized gene expression, samples from two animals trained on opposite sides were pooled (*N* = 32 animals) to create 16 sets of trained versus control microarray samples.

To analyze transcription, pleural ganglia RNA was isolated immediately after the 5 d posttest. These ganglia contain the VC nociceptors which help mediate the expression of long-term sensitization memory through training-induced long–lasting increases in excitability and synaptic efficacy (Cleary et al., 1998). Isolation and homogenization were exactly as described in Herdegen et al. (2014b).

### Sample size determination

We set a target of 16 microarray samples (requiring 32 animals). Our previous work has shown good sensitivity with eight microarray samples; we doubled this target to account for the fact that regulation 5 d after training might grow more subtle than observed 1 d after training. Our sample size target exceeds the consensus recommendation of at least five biological replicates per group (Pavlidis et al., 2003; Tsai et al., 2003; Allison et al., 2006).

### Quality controls

To ensure suitable samples, several quality controls were utilized to select animals for microarray analysis:

1. Animals had to exhibit strong learning, defined as at least a 30% increase in T-SWR duration from baseline to the 1 d posttest.
2. The expression of sensitization had to be unilateral, with less than a 30% increase in T-SWR on the untrained side from baseline to the 1 d posttest.
3. There could be no protocol errors in training, testing, or isolation that would yield ambiguity about the processed samples (e.g., a training shock applied to wrong side).

We ran animals in batches of 12–30. We completed training of 77 animals. Of these, 7 were excluded for exhibiting a weak training response, 6 were excluded for bilateral expression of sensitization, and 32 were excluded due to protocol errors (3 due to a single shock applied to the wrong side during training; 29 due to poor or uneven RNA isolation). This left 32 animals which were paired into 16 samples for microarray analysis. To pair animals for a microarray sample, we first sorted qualifying animals within a batch by the forgetting score and then combined two animals with similar forgetting scores but opposite sides of training (the left-trained animal with the highest forgetting score was paired with the right-trained animal with the highest forgetting score and so on).

### Microarray processing

We used the Aplysia Tellabs Array (ATA; GEO: GPL18666) to characterize changes in gene expression due to long-term sensitization training. This array includes 26,149 distinct probes representing all known sources of *Aplysia californica* ESTs and mRNAs at the time of design (January 2012). Based on estimates from previous microarray designs (Moroz et al., 2006), the ATA should cover >50–60% of all transcripts expressed in the nervous system. Full details on the array design are reported in Herdegen et al. (2014b).

Microarray processing was completed by MOgene. A two-color approach was used with each array hybridized to a sample from a trained or untrained animal. In half of cases, trained samples were hybridized with Cy3 and controls with Cy5; in the other half, we dye-swapped. Processing was exactly as described in Herdegen et al. (2014b).

We identify microarray probes by the NCBI accession number for the EST or mRNA that the probe was designed to. For EST-based probes, when there is a definitive match of the EST to a gene model in the current *Aplysia* genome, we also provide that accession number.

### Statistical analysis

Behavioral responses were averaged by time point. Paired comparisons were made from baseline to posttest for each side. The standardized effect size estimates (Cohen's *d*) are corrected for bias (Hedges, 1981) and calculated so that positive values represent an increase in response (Calin-Jageman and Cumming, 2019, 2024).

Microarray data were analyzed using limma (Smyth, 2005; Ritchie et al., 2015) from the Bioconductor suite of tools (Gentleman et al., 2004) for R (Ihaka and Gentleman, 1996). Our processing script for identifying differentially regulated transcripts was preregistered and is posted on the Open Science Framework. Median expression values were analyzed (Zahurak et al., 2007). These were corrected for background using the normexp + offset algorithm recommended for Agilent microarrays by Ritchie et al. (2007). An offset of 30 was selected based on inspection of MA Plots. Expression was then normalized using the loess function (Smyth and Speed, 2003). Where multiple probes were used to measure the same EST or mRNA, these were averaged. Finally, trained and control expression were compared using an empirical Bayes-moderated *t* test (Smyth, 2004). Statistical significance was calculated using Benjamini–Hochberg correction for multiple comparisons to maintain a 5% overall false-discovery rate (Benjamini and Hochberg, 1995). We used the treat function from limma (McCarthy and Smyth, 2009) to conduct a stringent test for significant regulation. Specifically, rather than using a null hypothesis of no regulation, we tested for regulation that was statistically distinguishable from at least a 10% change in expression in either direction. We have previously found that using this type of high-stringency criterion yields very strong predictive validity in independent qPCR (Holmes et al., 2014; Herdegen et al., 2014b). We also quantified the degree of relationship between the regulation observed 5 d after LTS training with our previous screens of regulation observed 1 d after LTS training (Herdegen et al., 2014b) and 7 d after LTS training (Perez et al., 2018). We examined the correlation between transcriptional states after correcting expression scores for potential measurement error using the genuine association of gene expression profiles function (genas) in limma (Ritchie et al., 2015). Finally, we conducted exploratory analysis of the completion of each gene list using the propTrueNull function (Ritchie et al., 2015) and the convex decreasing densities approach developed by Langaas et al. (2005).

## Results

### Long-term sensitization training produces robust unilateral sensitization that is partly forgotten within 5 d

All animals (*N* = 32 qualified animals) received long-term sensitization training (Fig. 1*B*). This produced a robust sensitization memory on the side of training (Fig. 2), with responses increasing from an average of 11.1 s at baseline to an average of 20 s at the 1 d posttest, nearly a doubling in response time (LFC_Trained_ = 0.84 95% CI [0.78, 0.91]). As expected, sensitization was unilateral, as on the untrained side, response durations were at 11.2 s at baseline and 11.1 s at the 1 d posttest, a negligible change in response (LFC_Untrained_ = 0.0 95% CI [−0.06, 0.04]). Thus, sensitization memory was strongly expressed 1 d after training (Sensitization_Expression_day1_ = LFC_Trained_ − LFC_Untrained_ = 0.85 95% CI [0.76, 0.94]; *d*_avg_ = 5.2 95% CI [4.2, 6.5]).

**Figure 2.**
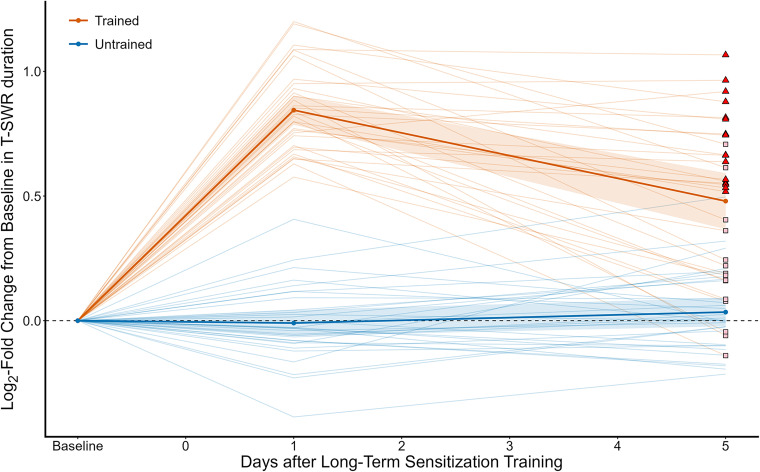
Training produces a long-term sensitization memory that is partly forgotten at 5 d. This figure shows T-SWR duration as the log-fold change from baseline on both the trained (red) and untrained (blue) sides. Dark lines with dots represent group means; shading indicates 95% CI of the mean. Individual animals are represented by the light lines, with a symbol for the 5 d posttest indicating if it was grouped into the low-forgetting group (red triangles) or high-forgetting group (pink squares) for an exploratory analysis to determine if there was more prominent gene expression changes in the low-forgetting animals.

Five days after training sensitization was substantially reduced but still clearly expressed. On the trained side, responses declined to a mean of 16.0 s at the 5 d posttest, only a 50% increase from baseline rather than the doubling observed 1 d after training (LFC_Trained_ = 0.48 95% CI [0.36, 0.60]). As expected, responses on the untrained side were stable, with a mean of 11.4 s, very similar to baseline measures (LFC_Untrained_ = 0.03 95% CI [−0.02, 0.09]). Thus, there was still substantial expression of sensitization on Day 5 (Sensitization_Expression_day5_ = 0.45 95% CI [0.30, 0.59]; *d*_avg_ = 1.7 95% CI [1.1, 2.4]) but with notable forgetting relative to Day 1 (Forgetting_Score = Sensitization_Expression_day1_ − Sensitization_Expression_day5_ = 0.41 95% CI [0.29, 0.53]; *d*_avg_ = 1.2 95% CI [0.8, 1.6]). The mean forgetting score represents a loss of about one-half of the initial expression of sensitization, but there was considerable diversity in forgetting scores, with some animals showing almost no change in expression and others showing essentially no remaining sensitization.

Overall, our protocol succeeded in capturing a partially forgotten state of sensitization where there is clear and yet notably weaker expression of sensitization, with considerable diversity between animals. To capture this diversity, we matched each left-trained animal with a right-trained animal with a similar forgetting score, and we used the average forgetting score for each microarray sample in several analyses reported below.

### To what extent is regulation 1 d after sensitization preserved 5 d after training?

How similar is gene regulation 5 d after training to the pattern observed 1 d after training? To answer this question, we compared changes in gene expression across these time points, focusing specifically on 1,198 transcripts which we have previously identified as strongly regulated 1 d after training (Conte et al., 2017). 

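Expression 5 d after training was measured on 16 arrays. Each array compared the trained with the untrained pleural ganglia of 1 pool of 2 animals trained on opposite sides, so the 16 arrays are independent samples of 32 animals. The trained sample carried Cy5 on 8 arrays and Cy3 on 8 arrays, with 4 of each on both slides. The paper and the labels of all 16 samples give 5 d, whereas the title of the deposited series gives 7 d, and the samples were taken as 5 d samples. The authors deposited the scanned brightness of each spot, without normalization, and a table of log2 ratios of red (Cy5) over green (Cy3) for each array. The median brightness of an array's spots was 64 to 93.5 in green (median 76.5) and 106 to 137 in red (median 120.2), against a local background of 23 to 27 in green and 34 to 39 in red. Between 64.4 and 73.2% of spots were well above background in green, and between 66.3 and 72.5% in red. Of the transcripts, 18,134 were well above background on all 16 arrays and 2914 on none. Precision is limited by the number of arrays.

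Log ratios were computed from the scanned signals with the steps the paper describes: median signals, normexp background correction with an offset of 30 and loess within each array. Control spots were left out, as were the 0 to 104 spots per array that the scanner software marked as outliers. Ratios were turned to trained over untrained by the dyes in the labels of each channel, which give the swap the paper describes, whereas the deposited labelling text gives Cy5 for trained samples throughout, and the probes of one EST or mRNA were averaged. The array files name 26,091 ESTs and mRNAs, measured by 61,615 probes, and the paper reports 26,149 distinct probes. The entries M11282.1 and M11283.1, with 3 of 4 probes encoding an FMRFamide repeat, were averaged as the FMRFamide precursor, which left 26,090 transcripts. Across spots, which are not independent replicates, the resulting log ratios correlated with the authors' deposited table at r of 0.99993 to 0.99999 on each array. The mean log ratio of each transcript was fitted with limma, without a dye term because the paper's text names none. It was tested against a null of 10% or less change with treat and against a null of 0 with eBayes. Both tests were two-sided, with Benjamini-Hochberg adjustment. The list of 1,198 Day 1 transcripts, the Day 1 and Day 7 samples and the forgetting scores were not analysed here.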

For this analysis, we did not include a set of transcripts that show very long-lasting regulation; these are analyzed in the next section.

Surprisingly, we found that regulation at Day 5 is only modestly correlated with regulation at Day 1 (*r* = 0.38 95% CI [0.33, 0.43]; *r*_corrected_ = 0.54; *N* = 1,198; Fig. 3*A*). Moreover, the slope of the relationship was weak (*B* = 0.07 95% CI [0.06, 0.08]), indicating that, on average, regulation 5 d after training is <10% as strong as what was observed 1 d after training. For comparison, we have previously conducted the same analysis (Rosiles et al., 2020) on two independent samples both collected 1 d after training and found a very strong correlation in expression patterns (*r* = 0.95 95% CI [0.93, 0.96]; *r*_corrected_ = 0.99).

**Figure 3.**
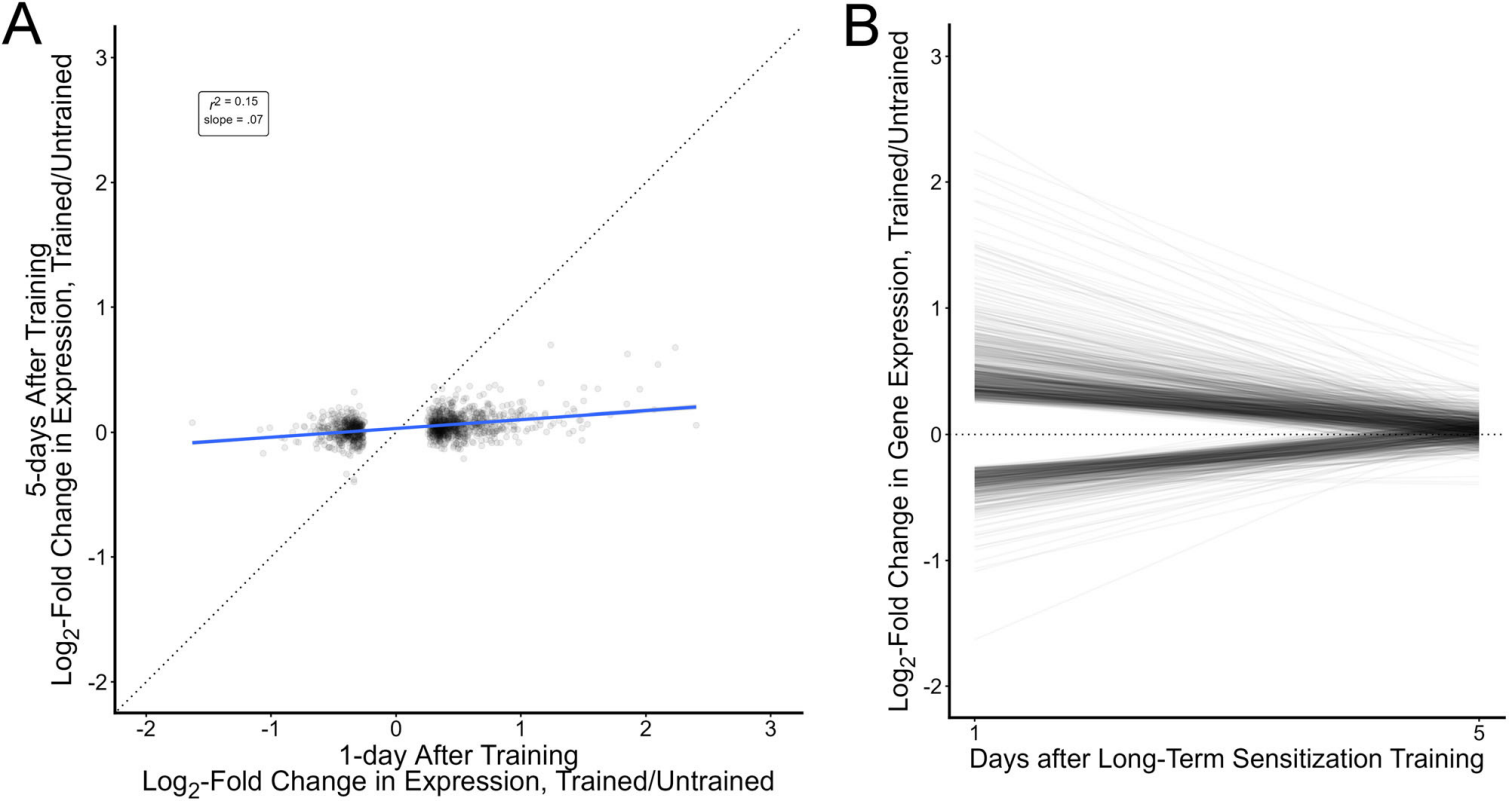
Gene expression changes observed 1 d after training have mostly decayed by 5 d after training. ***A***, Scatterplot of log-fold changes in gene expression (trained vs untrained) 1 and 5 d after long-term sensitization for each of the 1,198 transcripts significantly regulated 1 d after training. The dashed line has a slope of 1 indicating the relationship expected if regulation was perfectly preserved over time. The blue line represents the actual line of best fit (the 95% confidence interval of the line is shaded but too narrow to be visible). The large difference between the unit line and actual slope indicates a substantial attenuation of learning-induced gene expression changes. ***B***, The same data but with each line representing regulation from Day 1 (starting point) to Day 5 (ending point) for a transcript. The dashed line at 0 indicates no regulation. The 1 d data in this figure are from Conte et al. (2017).

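Against a null of 10% or less change, limma's treat test placed 0 of 26,090 transcripts past an adjusted p of 0.05, and 88 had an unadjusted p under 0.05. The smallest unadjusted p was 0.000243, with an adjusted p of 1. Because the Day 1 transcripts were not analysed here as a list, a bound that holds for any 1,198 transcripts was computed. A list of that size needs a p of 4.17e-05 for 1 call and proportionally larger ones for more calls. The smallest p among the 26,083 transcripts other than the 7 persistently regulated ones was 0.000246, and no larger number of calls was possible either, so the bound was 0 calls. The bound moved most when each probe was tested separately, to 5 probes.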

Consistent with the correlational analysis, when we tested for significant regulation in the current dataset, we found that none of the 1,198 transcripts regulated 1 d after training still showed clear regulation 5 d after training (none showed a statistically significant difference between trained and untrained expression against a null of 10% or less change in expression). 

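The size of change that 16 arrays could detect was measured on simulated data. Known log-fold changes were added to 200 transcripts after the signs of the real arrays' residuals had been flipped at random, in 10 draws, and all 26,090 transcripts were tested together. Against a null of 10%, which is 0.14 on the log2 scale, limma called 0% of simulated changes of 0.2, 42% of changes of 0.3 and 93% of changes of 0.5. Against a null of 0, the shares called were 55%, 84.8% and 97.8%. False calls made up 0% of calls against a null of 10% and at most 1.11% against a null of 0. These shares hold for 200 transcripts changed by the same size at once. With fewer changed transcripts, Benjamini-Hochberg adjustment asks for smaller p values, so the shares do not carry over to sparse changes. A family of 1,198 tests, with its smaller adjustment, was not simulated.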

With 16 paired samples and a focused analysis, this is probably not due to a lack of power. Indeed, analysis of the distribution of *p* values suggested a false-positive rate of 0.0001, giving an expected value of 0 false negatives over these 1,198 comparisons. Figure 3*B* shows the time course for each of these transcripts, with a line representing regulation at Day 1 (Conte et al., 2017) to Day 5 (current experiment); the sharp decline toward no regulation notable in nearly all transcripts indicates the substantial attenuation of regulation that has occurred as time has elapsed since training.

We followed up these preregistered analyses with three exploratory analyses. First, we directly compared regulation at Days 1 and 5. Consistent with the correlational analysis, this showed that 99% (1,181) of the transcripts previously identified as regulated at Day 1 showed a statistically significant decline in regulation at Day 5; this suggests that the lack of regulated transcripts is not due simply to poor power but to a statistically reliable decline in regulation for most transcripts. We also explored using less-stringent criteria for identifying regulated genes (a null of 0 rather than of at least 10%). This increased the number of transcripts qualifying as regulated from 0 to 39 (output from this exploratory analysis is posted to this project's Open Science repository: https://osf.io/ccwks/files/z43ua), still a very small proportion (3%) of the transcripts which had been clearly regulated 1 d after training. 

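With a null of 0, 2197 of the 26,090 transcripts (8.42%) had an unadjusted p under 0.05 by limma's eBayes test, compared with 1304.5 if p values were spread evenly. How many of these were Day 1 transcripts was not analysed here. With this null, the bound on calls in any 1,198 transcripts is 1198, so it sets no limit. Log-fold changes were small across the array, with an SD across transcripts of 0.07, which includes the measurement error. The lowest percentile of transcripts lay below -0.19 and the highest above 0.19, and 1406 transcripts had a log-fold change of more than 0.14 in size, the change of 10%. From the modest correlation and weak slope against Day 1 regulation, the decline found when the days were compared directly and the few transcripts that pass either test, the paper proposes that most of the regulation seen 1 d after training has weakened by 5 d (Fig. 3).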

Finally, we isolated our analysis to only the samples of animals which had shown low levels of forgetting. Specifically, we split the 16 microarray samples into a “high-forgetting” set and a “low-forgetting” set (Fig. 2; the triangle and square symbols denote the animals in these constructed groups). As expected for intentionally dividing the samples in this way, this produced an enormous difference in forgetting scores across these post hoc groups (*M*_High_forgetting_ = 0.67 95% CI [0.56, 0.79]; *M*_Low_forgetting_ = 0.14 95% CI [0.07, 0.22]; *d*_avg_ = 2.8; 95% CI [1.8, 3.9]), with the low-forgetting group having lost, on average, only 17% of their initial expression of sensitization. We then tested for significant regulation of expression only in the low-forgetting group. This did not substantially alter conclusions: the correlation with Day 1 regulation was actually slightly weaker among the low-forgetting samples (*r* = 0.35 95% CI [0.30, 0.40]; *r*_corrected_ = 0.50; *N* = 1,198), and the number of transcripts passing a stringent test for regulation remained at 0.

Overall, these results suggest that most of the gene regulation apparent 1 d after training substantially weakens within 5 d, though some of the pattern of regulation persists, and at low stringency, a small number of transcriptional changes are detectable. This was true even in animals which did not show substantial forgetting of sensitization.

### To what extent are transcripts regulated for 7 d similarly regulated at 5 d?

We have previously shown that a small set of seven transcripts remain regulated after forgetting, with some showing clear learning-associated changes in expression for up to 2 weeks after training (Patel et al., 2018; Perez et al., 2018). We next examined the extent to which these transcripts are regulated 5 d after training (Fig. 4).

**Figure 4.**
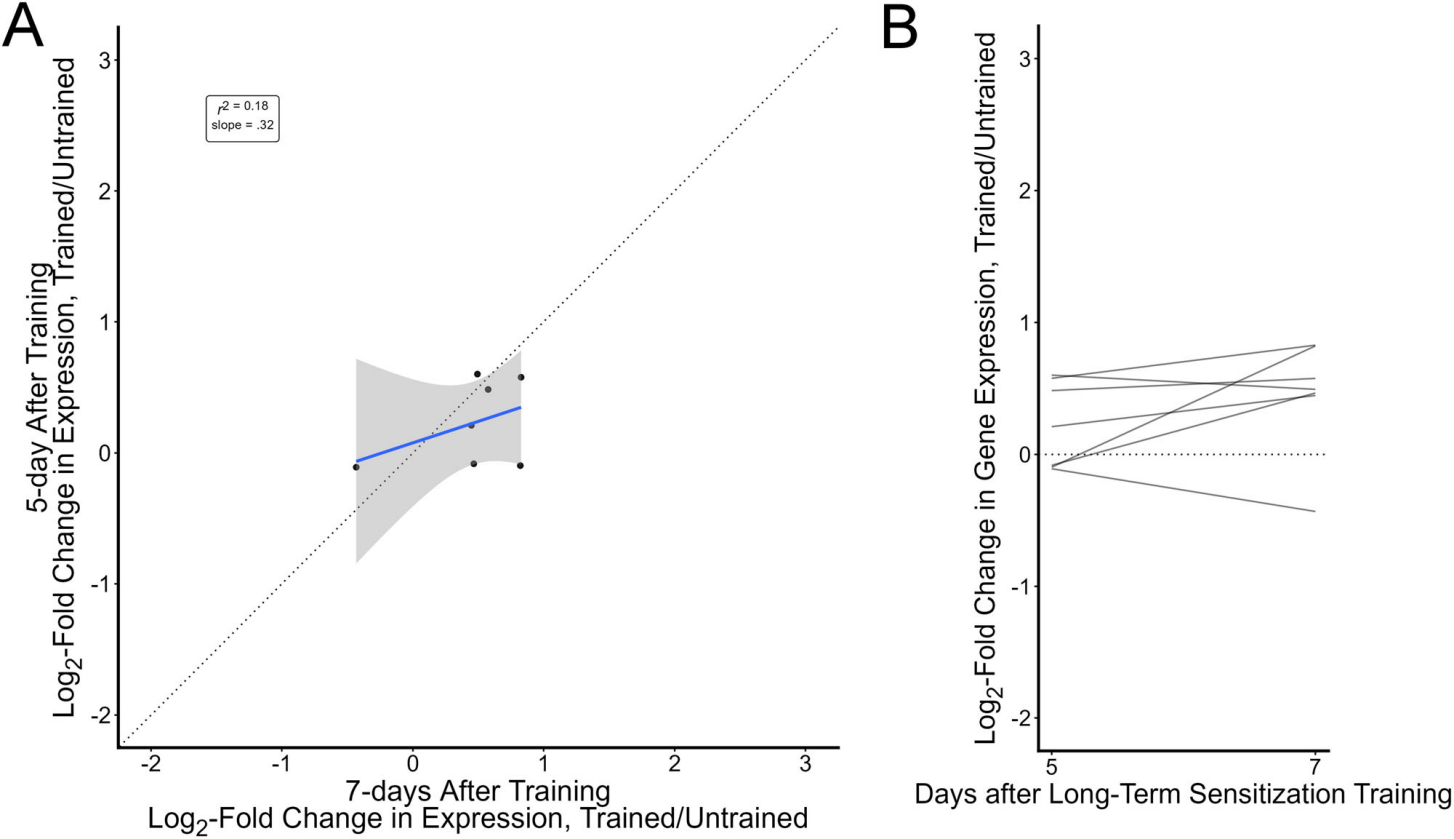
The small core of transcripts regulated 7 d after training are mostly detectable 5 d after training. ***A***, Scatterplot of log-fold changes in gene expression (trained vs untrained) 5 and 7 d after long-term sensitization data for the seven transcripts significantly regulated 7 d after training. The dashed line has a slope of 1 indicating the relationship expected if regulation was perfectly preserved over time. The blue line represents the actual line of best fit and its 95% confidence interval (shading). ***B***, The same data but with each line representing regulation from Day 5 (starting point) to Day 7 (ending point) for a transcript. The dashed line at 0 indicates no regulation. The 7 d data in this figure is from Perez et al. (2018).

We found that four of these highly persistent regulated transcripts also showed clear regulation at this earlier time point (AH005259.2 FRMFamide precursor; FF066943.1/XM_013087893.2; EB254334.1; EB257711.1/XM_013081020.2). 

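These 7 transcripts were well above background on all 16 arrays. The FMRFamide precursor, listed in the paper as AH005259.2 and measured here by the 4 probes of M11282.1 and M11283.1, had a log-fold change of 0.55 (SE 0.12; SD between arrays 0.54, n = 16) and was higher in trained samples on 12 of 16 arrays. Its adjusted p against a null of 10% was 0.0055 from limma, adjusted over the list alone. Against a null of 0, its exact sign-flip permutation p was 0.00131, unadjusted. The 2 array entries gave 0.53 and 0.57 on their own. Its log ratio was 0.99 ± 0.31 (SD, n = 8) where the trained sample carried Cy5 and 0.11 ± 0.29 (SD, n = 8) where it carried Cy3, a difference past the spread between arrays (two-sided exact permutation p = 0.000466, adjusted p = 0.00326 over the 7 transcripts). FF066943.1, whose gene model XM_013087893.2 is LOC106013098 in the annotation, had a log-fold change of 0.48 (SE 0.08; SD 0.36), was higher on 14 of 16 arrays and had an adjusted p of 0.0017 from limma. EB254334.1 had the widest spread, with a log-fold change of 0.60 (SE 0.18; SD 0.81) and arrays from -0.92 to 2.16; it was higher on 12 of 16 arrays, with an adjusted p of 0.025. The gene model of EB257711.1, XM_013081020.2, is LOC101857556. Its log-fold change of 0.21 (SE 0.06; SD 0.27) was positive on 12 of 16 arrays, and its adjusted p against a null of 10% was 0.234. Adjusted over the list alone, 3 of the 7 transcripts therefore passed 0.05 against a null of 10%. With median centring in place of loess, the adjusted p of the FMRFamide precursor rose to 0.095, the highest over the alternatives set in advance that adjusted over the list alone; the lowest was 3.45e-05. Without replicate 1, 6, 10 or 16, that of EB254334.1 rose to between 0.0515 and 0.056, and over all 16 replicates left out in turn it ran from 0.00438.

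**Figure D1:**
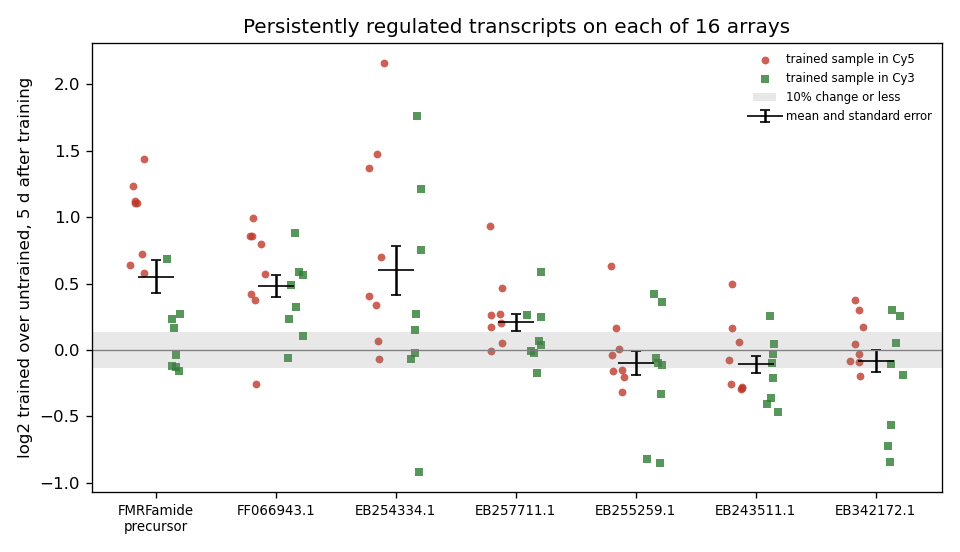
Log2 ratio of trained over untrained expression (y axis) for each of the 7 persistently regulated transcripts (x axis), with 1 point per array, red circles where the trained sample carried Cy5 and green squares where it carried Cy3. Black bars give the mean and its standard error over 16 arrays, and the grey band marks changes of 10% or less; the arrays of EB254334.1 run from -0.92 to 2.16, and those of the FMRFamide precursor differ by dye.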

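Against a null of 0, 4 of the 7 persistently regulated transcripts passed 0.05 by limma, adjusted over the list alone. The adjusted p was 0.000872 for the FMRFamide precursor, 8.7e-05 for FF066943.1 and 0.00707 for both EB254334.1 and EB257711.1. EB255259.1, which the paper names spectrin, has the gene model XM_035971949.1, which is LOC101859991 in the annotation. Its log-fold change was -0.10 (SE 0.09; SD between arrays 0.39, n = 16). It was lower in trained samples on 11 of 16 arrays, with an adjusted p of 0.338 and an unadjusted exact sign-flip permutation p of 0.344. With 1 array left out its adjusted p ran from 0.138 (without replicate 15, where the log-fold change was -0.15) to 0.664.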

In an exploratory analysis with a less-stringent test, this increased to five (EB255259.1/XM_035971949.1 spectrin). 

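EB243511.1, whose gene model XM_005100516.3 is LOC101847117, had a log-fold change of -0.11 (SE 0.06; SD between arrays 0.26, n = 16) and was lower in trained samples on 11 of 16 arrays. Its adjusted p against a null of 0 was 0.132 from limma, adjusted over the list alone. Without replicate 6, its log-fold change was -0.15, with an adjusted p of 0.016; over the 16 arrays left out in turn it ran up to 0.259. EB342172.1 had a log-fold change of -0.08 (SE 0.08; SD 0.36) and was lower on 9 of 16 arrays, with an adjusted p of 0.338. Both means were within the spread between arrays when all 16 were used. The log ratios of EB342172.1 followed a red over green pattern shared by many transcripts on the same arrays. With both turned to trained over untrained, its correlation with the arrays' scores on that pattern was r = 0.94 (rho = 0.824; permutation p = 1e-05 for r, the smallest that 100,000 permutations can give, and adjusted p = 7e-05 over 7 transcripts). It was r = 0.882 without the 2 arrays whose scores were farthest from the median, and r = 0.935 and 0.975 within the slides.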

Two transcripts expected to be upregulated were instead very slightly downregulated in this sample (EB243511.1/XM_005100516.3 ankyrin repeat and BTB/POZ domain-containing protein 1; EB342172.1). Overall, levels of regulation in these transcripts were correlated with what we had observed 1 week after training (*r* = 0.42 95% CI [−0.48, 0.89]; *r*_corrected_ = 0.71; *N* = 7; Fig. 4*A*), though the small sample size makes this relationship highly uncertain. Given that we have previously demonstrated that these transcripts are very persistently regulated after training, these results were not surprising. These analyses demonstrate, though, that the study design and approach are sensitive enough to detect a high proportion (five of seven) of regulated transcripts.

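The number of transcripts detected depended on how many tests were adjusted together. Adjusted over all 26,090 transcripts, 0 of the 7 passed 0.05 by limma against a null of 10%, each with an adjusted p of 1. Against a null of 0, 1 passed, FF066943.1, with an adjusted p of 0.0292. The adjusted p of FF066943.1 did not pass without replicate 1, 2, 3, 4, 6, 9, 10, 11, 13 or 16, and ran from 0.00583 to 0.0724 with 1 replicate left out. It also did not pass with median centring (0.227) or the scanner software's own signals (0.0558). The adjusted p was 0.102 for the FMRFamide precursor in the model without a dye term. This transcript differs by dye, and it passed with a dye term (0.00218), a training and dye effect for each slide (0.00761), array weights (0.0381) and the scanner software's own signals (0.0423), with a range of 0.00218 to 0.996 over the alternatives set in advance. In the model without a dye term the adjusted p was 0.312 for EB257711.1 and 0.316 for EB254334.1. The 3 transcripts with negative means had adjusted p values of 0.667 to 0.844. Because the paper's earlier work named this list, its choice did not depend on these arrays.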

### To what extent are new transcriptional changes induced during forgetting?

We next examined if the passage of time might activate additional transcriptional changes that we have not yet observed as related to sensitization, analyzing the 24,839 microarray probes not included in the previous two analyses. 

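Leaving the 7 persistently regulated transcripts out of the test left 26,083. The Day 1 transcripts, which were not analysed here as a list, stayed among them. By limma's treat test against a null of 10%, 0 of the 26,083 passed an adjusted p of 0.05. Among them, EB330185.1 came closest. Its log-fold change was 0.41 (SE 0.06; SD between arrays 0.27, n = 16), and its ratio was positive on 16 of 16 arrays, from 0.06 to 0.95, but its adjusted p was 1. The count was 0 in all 33 settings of the processing that were run, 1 of which (Aquantile) leaves log ratios as they are, and 76 to 286 transcripts had an unadjusted p under 0.05 in the settings that averaged probes.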

After correction for multiple comparisons, no transcripts were flagged as regulated. 

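The share of true nulls was estimated with limma's propTrueNull and the convex decreasing densities method. The paper's text does not define its estimated false-positive rate, so this share may be another quantity. For p values against a null of 10%, the estimate was 100% of the 26,090 transcripts. These p values are not spread evenly where a change is within 10%, and 17,688 of them lay in the highest of 20 equal bins.

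**Figure D2:**
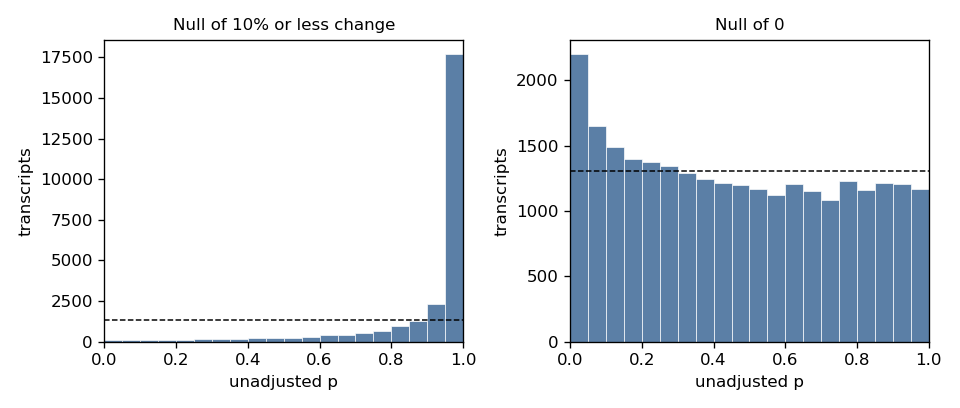
Number of transcripts (y axis) by unadjusted p in 20 equal bins (x axis) for limma's test against a null of 10% or less change (left) and against a null of 0 (right), over 26,090 transcripts. The dashed line is the 1304.5 transcripts per bin of an even spread; the highest bin on the left holds 17,688 transcripts and the lowest bin on the right holds 2197.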

Although this is a large number of tests for 16 paired samples, the lack of detected regulation did not seem due to low power, as the estimated false-positive rate was 0 at this stringency level.

We followed up this preregistered analysis with an exploratory analysis using a lower level of stringency (null of 0). This identified 47 transcripts which could potentially be late-regulated (output from this exploratory analysis is posted to this project's Open Science repository: https://osf.io/ccwks/files/xzvrf). Of these, 22 showed a statistically significant difference in regulation from what had been observed at Day 1. 

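Against a null of 0, limma's eBayes test placed 17 of the 26,090 transcripts past an adjusted p of 0.05, and 13 of the 26,083 when the persistently regulated transcripts were left out and the rest adjusted on their own. All 17 were higher in trained samples, by log-fold changes of 0.17 to 0.48, and 16 of them had that sign on at least 14 of 16 arrays. The largest was FF066943.1. The adjusted p of EB330185.1 was 0.0245. EB233226.1 had a log-fold change of 0.35 (SE 0.06; SD between arrays 0.24, n = 16) on 15 of 16 arrays, with an adjusted p of 0.027. EB318279.1 had a log-fold change of 0.34 on 15 of 16 arrays (adjusted p = 0.0183), and EB341592.1 had 0.33 on 15 of 16 (adjusted p = 0.0292). The lowest adjusted p, 0.00435, was that of EB228196.1 (0.29) and EB282236.1 (0.27). The files do not pair most ESTs with gene names, and the rest of the 17 are not listed. The count over all transcripts was 70 with array weights and 56 with a dye term, and both included all 17. With median centring in place of loess it was 0, with 1246 transcripts at an unadjusted p under 0.05. Single arrays also decided the count. Without replicate 4 or replicate 10, 3 of the 17 transcripts passed and no others. Without replicate 5, 50 transcripts passed, 17 of them the same.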

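For p values against a null of 0, the estimated share of true nulls was 89.8% of the 26,090 transcripts. When the trained and untrained labels of the arrays were exchanged at random, with both dyes kept balanced, 29 of 100 labellings, the real one included, gave a share as low. As a fraction, the median share over the other labellings was 1 and the lowest was 0.655. With the dyes also kept balanced within each slide and row, as on the real arrays, 8 of 100 labellings gave a share as low, and the lowest of the others was 0.805.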

Even at this low level of stringency, the estimated false-positive rate remained at 0. Thus, at low stringency, there is modest evidence for some late-breaking transcriptional changes, but there is a high risk of flagging what may be negligible levels of regulation.

### To what extent are gene expression changes related to forgetting?

We examined if changes in gene expression might predict forgetting, assessing the correlation between gene expression and forgetting scores across the entire microarray. After correction for multiple corrections, we found no transcripts showing a statistically significant correlation with forgetting scores.

As an exploratory analysis we increased power by restricting the analysis just to the 1,259 “Day 1” transcripts (fewer comparisons requires less aggressive correction, increasing power). This restricted analysis, however, also failed to identify any transcripts significantly correlated with forgetting scores. Similarly, testing the set of seven persistently regulated transcripts also failed to identify any transcripts that showed a significant association with forgetting scores.

A sample size of 16 is small for a correlational analysis, especially with correction for multiple comparisons. However, the main issue was likely the lack of gene regulation observable at this time point (restriction of range).

## Discussion

We examined the transcriptional correlates of a partly forgotten memory. We found that transcription decays more rapidly than behavior, with very little of the pattern of transcriptional regulation observed 1 d after training preserved 5 d after training; this was true even in a subset of animals which had shown very little forgetting. We did not detect any late-breaking transcriptional changes as sensitization memory was forgotten, nor was it possible to predict levels of forgetting from the state of single transcripts. We reconfirmed that a small set of transcripts remains persistently regulated after sensitization training.

This study completes a series conducted to trace the transcriptional correlates of sensitization memory as sensitization is encoded (Herdegen et al., 2014b), maintained (Conte et al., 2017), forgotten (Perez et al., 2018), and then reactivated as a savings memory (Rosiles et al., 2020). Figure 5 integrates our findings from this paper with our previous work. In addition to characterizing the early and late waves of transcription produced by learning, our results show that transcription and memory expression become dissociated after training: behavior can show strong expression of the memory with almost no detectable transcriptional changes, and the few transcriptional changes that persist do so relatively stably even as behavioral expression changes.

**Figure 5.**
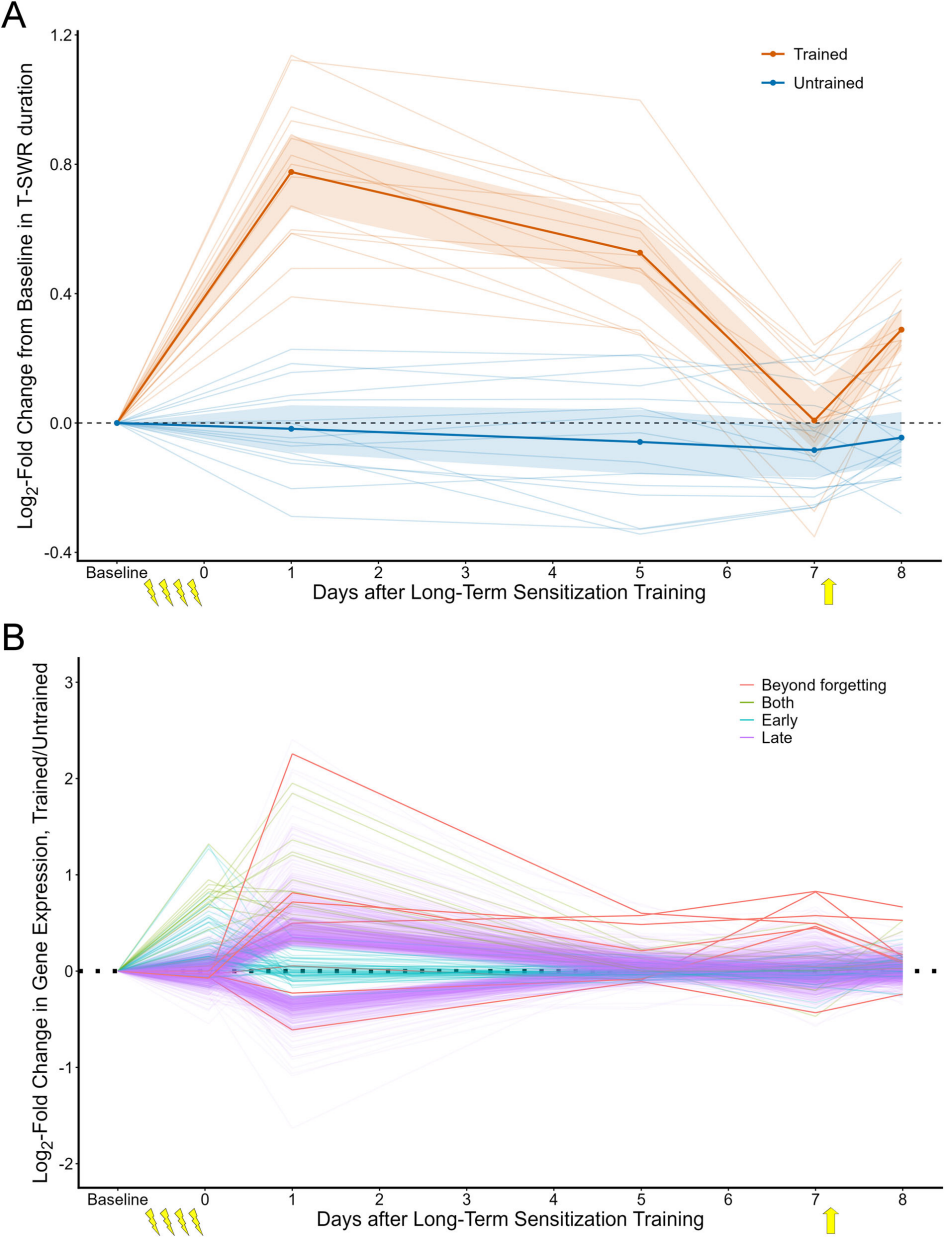
Comparison of the behavioral and transcriptional changes inducted by long-term sensitization training. ***A***, The behavioral time course of long-term sensitization (replotted from Perez et al., 2018). Animals were given long-term sensitization training (lightning bolts) and received a weak reminder shock (yellow arrow) after 7 d posttests, revealing a latent sensitization memory. The plot shows T-SWR duration as the log-fold change from baseline on both the trained (red) and untrained (blue) sides. ***B***, The transcriptional time course of long-term sensitization. This plot summarizes gene expression measured by microarray 1 h (Herdegen et al., 2014b), 1 d (Conte et al., 2017), 5 d (current study), 7 d (Perez et al., 2018), and 8 d but with a reminder shock applied after the 7 d posttests (Rosiles et al., 2020). In total, 64 transcripts show clear regulation at 1 h but not subsequently (“early,” marked in teal); 1,237 show clear regulation at 1 d but not subsequently (“late,” marked in purple), 17 are regulated at both 1 h and 1 d but not subsequently (“both,” brown), and 7 show regulation that at 1 and 7 d (“beyond forgetting,” red). Note that most transcriptional changes decay well before memory expression and that the return of memory expression after a reminder occurs in the absence of detectable changes in gene expression.

Our survey of transcriptional changes after sensitization suffers from several technical limitations. First, it is conducted with whole ganglia, blending together transcriptional changes across multiple cell types, perhaps even canceling out important but offsetting changes in gene expression. We have found that changes in gene expression in whole ganglia correlate strongly with those measured specifically in the VC nociceptors that help encode sensitization (*r* = 0.79; Conte et al., 2017), but the lack of cell-type resolution remains a limitation of our approach. Our survey is also incomplete, as our microarray was developed from an early EST library in *Aplysia* and does not represent all neuronally expressed transcripts. We have recently completed long-read sequencing that will allow the design of a more comprehensive microarray platform. We note, though, that our current design has high coverage and is likely representative of the neuronal transcriptome and thus should provide an accurate global sense of how transcription is regulated by sensitization training. A third key limitation to consider is our use of unilateral sensitization, where we characterize changes in gene expression relative to the untrained side of each set of paired animals. This within-subject design offers high precision, but it is predicated on the assumption that the untrained side does not exhibit major changes in gene expression due to training. This assumption is at least somewhat tenuous; others have reported that with more extensive sensitization, training neuronal correlates become bilateral, with noted outgrowth of VC nociceptors on both the trained and untrained sides (Wainwright et al., 2004). We mitigate this limitation by screening out any animals that show behavioral changes on the untrained side, but we cannot rule out the possibility that our analysis misses transcripts which are bilaterally regulated by training. Thus, it is probably best to think of this work as capturing the transcripts distinctly regulated by memory “expression rather than all changes produced by the training protocol. While each of these limitations deserve consideration, none are likely to fully explain the lack of detectable changes in gene expression we report here 5 d after training, especially given the abundant changes we were able to detect using the same methods and smaller samples sizes at earlier time points. That is, it seems unlikely that there is substantial ongoing regulation restricted exclusively to the transcripts missing from our microarray or that substantive ongoing changes were canceled out by late-breaking changes on the untrained side identical enough to normalize training-induced differences on the trained side yet different enough to not produce the same behavioral consequences. Thus, although the technical limitations of our approach are notable, they do not substantially undermine our conclusion that the expression of sensitization memory becomes decoupled from ongoing transcriptional changes, at least at the level of whole ganglia.

The disconnect between transcription and memory expression is somewhat surprising. Specifically, sensitization has been proposed to activate self-sustaining transcriptional loops that then contribute to maintaining the expression of sensitization memory (Smolen et al., 2019). For example, cellular analogs of sensitization training induce CREB1 phosphorylation, increasing the binding of CREB1 to its own promotor, producing a long-term increase in the expression of CREB1 mRNA and protein (Mohamed et al., 2005; Liu et al., 2011b). This long-term increase in CREB1 transcription is essential for the long-term maintenance of cellular and synaptic correlates of long-term sensitization (Liu et al., 2011a). Moreover, there is evidence that epigenetic changes are required to support the ongoing expression of sensitization (Pearce et al., 2017), and epigenetic marks are generally thought to influence neuronal phenotypes through altered gene expression. Thus, recent reviews (Smolen et al., 2019) have posited that the maintenance of sensitization is at least partly due to ongoing transcriptional regulation. Our findings, in contrast, suggest that the vast majority of transcriptional changes induced after learning are transient and that the few that do persist are not clearly linked to memory expression. What might explain this discrepancy between the hypothesis of transcription-mediated maintenance and the apparent discordance between transcription and memory expression?

One possibility is that we observe an early decay of transcription simply because there is a lag between the decay of transcription and the completion of forgetting, as the proteins produced by transcriptional regulation could extend behavioral expression for some time after gene expression returns to baseline conditions. While the notion of a lag between transcription and behavior makes sense, it would still be unclear why there are so few detectable transcription changes during savings memory (Rosiles et al., 2020). Nevertheless, we are now exploring more intensive training protocols that produce longer-lasting sensitization; this should provide a clearer test for maintenance-related transcription that is not muddied by dynamic behavioral expression.

Another possibility (Fig. 6, left) is that maintenance of sensitization is nontranscriptional. For example, cellular analogs of sensitization are accompanied by self-perpetuating conformational change in synaptically expressed CPEB, a prion-like protein that regulates local translation (Si et al., 2003, 2010; Miniaci et al., 2008). This process is essential to early maintenance of synaptic correlates of long-term sensitization. Similarly, cellular analogs of sensitization also produce persistent changes in posttranslational processing of PKC (yielding PKM Apl III), and putative inhibitors of PKM have been reported to eliminate the expression of long-term sensitization in intact animals (Cai et al., 2011). Thus, there are demonstrated maintenance mechanisms that operate solely on the protein level, and our data could be an indication these are the only key factors for sustaining the expression of sensitization. We cannot rule out this possibility, but we note (1) that this makes it hard to understand why the initial transcriptional response is so broad and (2) long-term sensitization is not exclusively encoded via synaptic changes, long-term changes in excitability also contribute, and this at least suggests a cell-wide maintenance mechanism.

**Figure 6.**
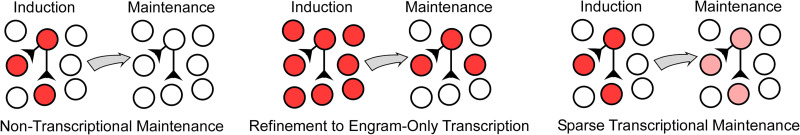
Mechanisms that would yield lower global changes in gene expression during memory maintenance. Left, One possibility is that memory maintenance does not require ongoing transcription, perhaps relying instead exclusively on posttranscriptional mechanisms. Middle, A second possibility is that the initial transcriptional response to sensitization is overly broad and is then refined only to neurons that will encode the memory. Right, A third possibility is that encoding neurons have a broad initial transcriptional response but require only a small subset of ongoing transcriptional changes to maintain the altered signaling that expresses sensitization.

Another possibility is that the decline in transcriptional regulation we observe at the level of whole ganglia is due to a process of refinement. For example, the transcriptional response to sensitization training might be initially exuberant and then refined over time to just the subset of neurons that will encode the memory (Fig. 6, center). Refinement could even alter the loci of memory maintenance, perhaps shifting from the VC nociceptors to interneuron or motor neuron populations, leading to negative results in the pleural ganglia we analyzed but with ongoing transcriptional changes in the pedal ganglia and/or peripheral nervous system. We have not observed substantial long-term changes in gene expression in the pedal ganglia after sensitization training (Herdegen et al., 2014b), but cellular analogs of sensitization require biochemical signaling in motor neurons (Villareal et al., 2009) and are accompanied by long-term changes in gene expression (Hu et al., 2015).

In addition to being refined across cell types, it may be that the transcriptional changes required for maintenance are sparse, needing only a few ongoing changes after sensitization is consolidated (Fig. 6, right). This would make sense in terms of the cellular demands of sustaining a memory, as it seems implausible that long-term sensitization requires the ongoing regulation of hundreds of transcripts.

Refinement and sparseness are not mutually exclusive; either of these scenarios would produce the ganglia-wide decline in transcriptional regulation we have observed, but this would belie continued transcriptional maintenance that has become harder to detect. We are now conducting screens with cell-type specificity, which should help clarify if we have missed ongoing but more-specific transcriptional changes.

Overall, the relationships between transcriptional, neuronal, and behavioral change remain surprisingly murky. While long-term memories require changes in neuronal gene expression at the time of learning, it is still difficult to provide a clear account of what, exactly, these diverse transcriptional changes accomplish, how long they last, and how/why forgetting can occur. Resolving these key issues will likely require time course studies that can resolve transcription at the single-cell level with sufficient biological replicates to provide strong precision of measurement.

How the deposited data were processed for this re-analysis (not part of the article)

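Gene expression in the pleural ganglia was compared between the trained and untrained sides 5 d after long-term sensitization training. Pools of 2 animals trained on opposite sides were hybridized to 16 two-color arrays, 1 pool per array, so that each array is 1 independent sample. The condition of each channel, the replicate number and the dye were taken from the sample labels and the paper, and the slide and the place of the array on it from the scanner output. The paper's text states that dyes were swapped, and the labels of each sample give the dye of each channel. The deposited labelling text instead gives Cy5 for trained and Cy3 for untrained samples without a swap. The labels of each channel were followed, as they go with the paper, and the sign of the log ratio on 8 arrays rests on them. The trained sample carried Cy5 on 8 of 16 arrays.

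The authors deposited, for each array, the intensity of every spot and its local background as the scanner software wrote them, in red (Cy5) and green (Cy3), without normalization. These intensities were the starting point. The authors also deposited a table of log2 ratios of red over green per spot and array, which their text describes as background-corrected with normexp and normalized with loess. It was used as an alternative, and it correlated with the log ratios computed here at r of 0.99993 to 0.99999 per array, across spots. That table holds 308 negative control spots as well, which were left out of all tests. The scanner software's own processed intensities, which it corrects for background and dye, served as a further alternative.

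R 4.3.3 and limma 3.58.1 were used. Median pixel intensities of all spots were corrected with normexp and an offset of 30. The 1011 positive and 308 negative control spots were then left out, with the spots marked as outliers by the scanner software in either channel, and each array was normalized with loess. No spot was saturated. Replicate spots of a probe were averaged, then the probes of one EST or mRNA. Of the 26,090 transcripts, 1810 had 1 probe, 13,036 had 2 and 11,243 had 3, and the FMRFamide precursor, made of 2 of the 26,091 array names, had 4. The paper's AH005259.2 is not among the array names. The entries M11282.1 and M11283.1 were taken as the FMRFamide precursor because 3 of their 4 probes, translated in all frames, encode the FMRFamide repeat. The array names could be matched to a symbol in the annotation for 2 of 26,091, so accession numbers are used throughout. The descriptions in the array files were searched for CREB1, CPEB and PKC Apl III as written, without other names, and held none of them. Whether the array measures these genes was not settled. Symbols of the persistently regulated transcripts come from the gene models that the paper gives.

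The log ratio of each transcript was modelled with limma as the mean over 16 arrays, with no dye term. Tests against a null of 10% or less change used treat with a fold change of 1.1, and tests against a null of 0 used eBayes. Both were two-sided, with Benjamini-Hochberg adjustment at 0.05 over the 26,090 transcripts, and over the list alone for the 7 persistently regulated transcripts. Single transcripts were also tested against a null of 0 with exact sign flips over the 16 arrays, and these p values are unadjusted. Dye orientations were compared with an exact permutation test. The share of true nulls came from propTrueNull with the convex decreasing densities method. Correlations across arrays were tested with 100,000 permutations. Transcripts to be named were fixed in advance as those the paper names and, among transcripts past 0.05 against a null of 0 with the same sign on at least 14 of 16 arrays, the 5 with the highest and the 5 with the lowest log-fold change. None of the latter fell. The 5 that rose, FF066943.1, EB330185.1, EB233226.1, EB318279.1 and EB341592.1, are given in the text. EB228196.1 and EB282236.1 fall outside that rule and were added for their adjusted p, after their values were seen.

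The tests were first run on simulated data, made from the real arrays' residuals with random sign flips and known changes in 200 transcripts. To see how often chance gives as large a result, trained and untrained were exchanged on arrays at random so that each label stayed on 8 arrays of each dye, for 100 labellings with the real one included, over the 26,085 transcripts measured on every array. A further 100 labellings kept the dyes balanced within every slide and row, as they are on the real arrays, and were added after the first were seen. The design, the tests and most alternatives were fixed before the data were examined. Those alternatives were an offset of 50, no background correction, mean pixel signals, median centring, Aquantile between arrays (which leaves log ratios as they are), outlier spots kept, the scanner software's own signals, the deposited table, a dye term, slide as a block (a training and a dye effect for each slide), dim transcripts left out (those well above background in at least 1 channel on fewer than 8 arrays), each probe tested separately, array weights, a trended and robust prior, and each replicate left out. After seeing the data, 2 more were added, a dye effect for each row of arrays on the slide and the arrays' scores on a shared red over green pattern as a covariate.

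The number of arrays limits the precision. The spread between arrays joins differences between pools of animals with measurement error, and the 2 cannot be separated, because no pool was measured on more than 1 array. Behavioral data, forgetting scores, the Day 1 and Day 7 samples and the list of Day 1 transcripts were not analysed here, so neither the correlations across time points nor those with forgetting have values here.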

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

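The effect of the dyes was to be tested from the start. The comparison of dye orientations for each persistently regulated transcript, and both tests of what lies behind the difference in the FMRFamide precursor, were chosen after its values had been seen.

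The log ratio of the FMRFamide precursor differed between the dye orientations. It was 0.88 higher where the trained sample carried Cy5 (0.99 on 8 arrays) than where it carried Cy3 (0.11 on 8 arrays; two-sided exact permutation p = 0.000466, adjusted p = 0.00326 over 7 transcripts). None of the other 6 persistently regulated transcripts differed in this way, with adjusted p values of 0.401 or more. The precursor is the 12th brightest transcript on the array, so a dye bias of bright transcripts is a candidate explanation. The dye effect is the shift of each orientation from the mean of both, so it is smaller than the difference between them (0.44 against 0.88 for the precursor). The 100 brightest other transcripts had a median dye effect of 0.26, with 89 of 100 positive, against 0.44 for the precursor and a median near 0 (0.0038) over all transcripts. This is consistent with a bias shared by bright transcripts for part of the difference. With median centring in place of loess the difference was larger, at 2.02, so loess did not bring it in. A loess that falls short at the end of the intensity range stays open, and with the scanner software's own signals the difference was 0.43. The training effect of 0.55 is the mean of both orientations, so a dye effect that is the same on every array cancels in it. Such an effect does widen its error, and with a dye term the standard error fell from 0.12 to 0.07. Different pools of animals were used in the orientations, so a difference between the animals stays open as an untested explanation.

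Across the array, the log ratio of trained over untrained differed between the dye orientations for 4130 transcripts (15.8%) past an adjusted p of 0.05 by limma. The dye effect itself, the shift of each orientation from the mean of both, passed against a null of 10% for 336. The SD of the dye effects over transcripts was 0.11, against 0.07 for the training effects in the same model. Since a dye effect reverses sign between the orientations, it is a technical difference or one between the animals of each orientation. Exchanging the labels of some arrays at random contrasts their training ratios with those of the other arrays, with the dyes balanced. With a dye term, the highest of the other labellings gave 0 calls against a null of 0 and, balanced within slide and row, 35. Against 4130 transcripts, this argues against differences between animals as the source of the whole pattern. For single transcripts they stay open. A biological explanation was not tested.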

How the results depend on the processing

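The dye effect for each row of arrays on the slide and the red over green pattern as a covariate were added after the data had been seen. The other alternatives were set in advance.

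The count of transcripts past 0.05 against a null of 10% was 0 by limma in all 33 settings run, Aquantile among them, with 76 to 286 transcripts at an unadjusted p under 0.05 in those that averaged probes. The bound on calls in any 1,198 transcripts rose from 0 to 2 with the scanner software's own signals, 4 with array weights and 5 with each probe tested separately, there in probes. With 1 replicate left out it was 0 to 3, and 3 only without replicate 8. The bound against a null of 0 was 1198 in each setting run and so tests nothing.

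The count of 17 transcripts past 0.05 against a null of 0 depended on the setting. It was 30 with an offset of 50, 31 with mean pixel signals, 7 with the scanner software's own signals, 56 with a dye term, 34 with slide as a block (a training and a dye effect for each slide), 70 with array weights, 9 with a trended and robust prior and 49 of 61,615 probes, of 33 transcripts, with each probe tested separately. With median centring it was 0 by limma, with 1246 transcripts at an unadjusted p under 0.05. It was within 1.5 times of 17 with no background correction (16), outlier spots kept (17), the deposited table (17) and dim transcripts left out (22). Aquantile leaves log ratios as they are, so its count could not move. With 1 replicate left out it ran from 3 (without replicate 4 or 10) to 50 (without replicate 5), and 14 of these 16 counts differed from 17 by more than 1.5 times. Of the 17 transcripts, all 17 passed with a dye term, array weights and an offset of 50, 16 with slide as a block, 8 with the trended and robust prior and 5 with the scanner software's own signals. With both alternatives added later the count rose further, to 239 with a dye effect for each row of the slide and 541 with the pattern as a covariate, and both included all 17. The cause of these changes was not tested, apart from the pattern.

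The share of these transcripts that rose was 100% and stayed at 76.7% or more with 1 replicate left out and at 77.1% or more in the other settings set in advance, where any passed. It was 77.4% with a dye effect for each row of the slide and fell to 67.8% with the pattern as a covariate, where 174 of 541 fell. The estimated share of true nulls against a null of 0 was 0.81 to 0.998 over the settings and 0.839 to 0.936 with 1 replicate left out. Both shares were compared with a jackknife error over arrays that is wide, so their staying within it says little about stability.

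Each persistently regulated transcript kept its sign in every setting run. Adjusted over the list alone, 3 passed against a null of 10% in most settings. Only 2 passed with median centring, where the adjusted p of the FMRFamide precursor was 0.095, and without replicate 1, 6, 10 or 16, where that of EB254334.1 was 0.0515 to 0.056. With the pattern as a covariate 4 passed, because the adjusted p of EB257711.1 was 0.0469, against 0.189 to 0.345 over the settings set in advance. With a null of 0, 4 passed in most settings, and 5 passed without replicate 6 and with the pattern as a covariate. The fifth was EB243511.1, with a log-fold change of -0.15 (adjusted p = 0.016) and -0.14 (adjusted p = 0.0262), and with 1 replicate left out these ran from -0.15 to -0.085 and from 0.016 to 0.259. Adjusted over all transcripts in place of the list alone, 0 passed against a null of 10% and 1 against a null of 0. The log-fold changes of the FMRFamide precursor (0.55), EB254334.1 (0.60) and EB257711.1 (0.21) are the same in that setting, and no longer past 0.05 because 26,090 tests are adjusted together. Which transcripts passed in that adjustment also depended on the model. The FMRFamide precursor passed with a dye term, slide as a block, array weights, the scanner software's own signals and both alternatives added later, and FF066943.1 did not with median centring, the scanner software's own signals or in 10 of the 16 settings with 1 replicate left out. With the pattern as a covariate 4 passed.

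The correlation of log-fold changes between the slides was 0.516, with 4 of 100 labellings as high. It was 0.452 with median centring (6 of 100), 0.293 with the scanner software's own signals (5 of 100) and 0.438 with each probe tested separately (5 of 100). In 7 other settings 1 to 4 of 100 labellings were as high. Aquantile and a dye term cannot change the correlation, nor can a trended prior, which was not run. With the dyes balanced within slide and row, 1 of 100 labellings was as high with median centring, the scanner software's own signals and each probe alike. The number of correlated pairs among the persistently regulated transcripts by r, 1 of 21, was 12 with median centring and 0 with the pattern as a covariate. Of the tests of the 5 transcripts named by rule, 63 in the settings set in advance stayed past 0.05 and 7 did not, and with 1 replicate left out 47 did and 33 did not, all with the same direction. Intensity over background limits these results for 2914 transcripts that were not well above background on any array. Among the 20,760 left without dim transcripts, the calls included all 17. The alternatives added later were not run for the bound, the true nulls or the transcripts named by rule.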

Differences from the paper's values

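The paper reports 47 transcripts past the threshold against a null of 0 among those left after the Day 1 and persistently regulated transcripts were taken out, and 13 of 26,083 passed here, where the Day 1 transcripts stayed in. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's 47 with a dye term (54), array weights (68), without replicate 5 (49) and without replicate 15 (35). It did not with the other settings, which gave 0 to 30; with each probe tested separately, 40 probes of 26 transcripts passed. Of the alternatives chosen after seeing the values, a dye effect for each row of the slide gave 228 and the red over green pattern as a covariate gave 531.

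The paper names EB257711.1 among the transcripts regulated against a null of 10%. Here 3 of the paper's 4 passed, and EB257711.1 had a log-fold change of 0.21, positive on 12 of 16 arrays, with an adjusted p of 0.234. That p ran from 0.189 to 0.345 over the alternatives set in advance and from 0.12 to 0.546 with 1 replicate left out. It passed in 1 setting, the red over green pattern as a covariate (0.0469), which was chosen after seeing the values. The paper adds EB255259.1, spectrin, with the less-stringent test. Here its log-fold change was -0.10, negative on 11 of 16 arrays, with an adjusted p of 0.338, and it passed in no setting run. With 1 replicate left out its adjusted p ran from 0.138 (without replicate 15) to 0.664. A total of 5 transcripts passed without replicate 6 and with the pattern as a covariate, chosen after seeing the values, but the fifth was EB243511.1, which the paper describes as very slightly downregulated.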

Other observations

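Several tests in this part were chosen only after the result was seen. They are the comparison of the red over green pattern between positions on the slide and with training, the correlation between the probes of M29346.1, and the models that add the pattern or a dye effect for each row of the slide, with the correlations computed without the pattern or against it, and the labellings balanced within slide and row. The transcripts M29346.1, M25887.1 and EB250403.1 were singled out after their values were seen.

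The calls against a null of 0 were set against 100 labellings in which trained and untrained were exchanged at random with the dyes kept balanced over the 16 arrays, and against 100 with the dyes also balanced within every slide and row, as on the real arrays. The 17 calls were reached by 1 of 100 labellings, the real one, in both sets, where the highest of the others was 0 and 2. The 56 calls with a dye term were likewise reached by 1 of 100 in both, with 0 and 35 as the highest of the others. Chance exchange of labels can thus be excluded for both counts, at the resolution of 100 labellings. With a null of 10% the real count was 0 by limma, with 88 transcripts at an unadjusted p under 0.05. Any labelling reaches a count of 0, so the 100 of 100 that did say nothing. Among the persistently regulated transcripts, 3 calls against a null of 10% were reached by 1 of 100 labellings in both sets, and 4 against a null of 0 by 1 of 100 and, balanced within slide and row, 2 of 100. The share of true nulls does not stand apart in this way, since 29 of 100 labellings, and 8 of 100 balanced within slide and row, gave a share as low as the real one.

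Log-fold changes correlated between the slides, which hold different animals. Across 26,085 transcripts, which are not independent replicates, r was 0.516, and 4 of 100 labellings were as high. The rank correlation was 0.425, with 7 of 100 as high. These labellings left the dyes unbalanced within slides, unlike the real arrays, so that dye effects enter them. With the dyes balanced within slide and row, 1 of 100 labellings, the real one, was as high by either measure, and the highest of the others was 0.408 and 0.399. In this set, which was added after the first was seen, chance exchange of labels is argued against, at the resolution of 100 labellings. The first set did not exclude it for the rank correlation. Without the shared red over green pattern r was 0.503, with 2 of 100 as high and, balanced within slide and row, 3 of 100. The correction for measurement error in limma's genas gave 0.972, with a p of 0.98, so that value is not distinguishable from 0. A hypothesis is that a weak training effect across many transcripts is shared by the animals of both slides. By limma, in a model without a dye term, 0 transcripts had a training effect that differed between slides past an adjusted p of 0.05. Only 348 had an unadjusted p under 0.05, against 1304.5 if p values were spread evenly. The test was thus conservative, and its count of 0 cannot decide whether the slides differ.

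Some arrays shared a red over green pattern across many transcripts, which took 31.5% of the sum of squares of the log ratios. The arrays' mean score on it was -1.88 (SD 6.52) in row 1 of the slides and 24.7 (SD 16.6) in row 2, with 8 arrays in each (exact permutation p = 0.000408 within slides and 0.000932 over both). A difference in labelling or hybridization between the rows is a candidate explanation, and the animals of each row also differ. A trained-side difference shared by a row's animals, or training itself, would reverse in red over green with the dyes. In row 2 the scores were positive in both orientations, at 2.54 to 25.1 with trained in Cy5 and 7.72 to 56.3 with trained in Cy3. These values argue against both as the source of the row 2 scores. In row 1 the scores had both signs in each orientation. Differences between single pools stay open. Turned to trained over untrained, the scores ran from -56.3 to 25.1 with a mean of -3.89 (exact sign-flip permutation p = 0.492). With so wide a spread, that mean decides little on its own. The loadings correlated with the GC content of 61,462 probes at r of 0.0505 across probes, which argues against a trend with it. With mean intensity r was 0.0202 across transcripts, but loess had already taken trends with intensity out of each array, so intensity as a source stays open. Among the persistently regulated transcripts, with log ratios and scores turned to trained over untrained, those of EB342172.1 (r = 0.94; adjusted permutation p = 7e-05), EB255259.1 (r = 0.807; adjusted permutation p = 0.00098) and EB257711.1 (r = 0.65; adjusted permutation p = 0.0198) followed the pattern across 16 arrays.

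With the dye effect and this pattern in the model, 541 transcripts passed 0.05 against a null of 0, of which 367 rose and 174 fell. The median size of these changes was 0.16, and they included all 17 transcripts called without the pattern. The median SD between arrays, not corrected for the terms fitted, fell from 0.17 to 0.12, and the log-fold changes correlated with those without it at r of 0.921 across transcripts. In both sets of labellings, 1 of 100, the real one, reached that count. The highest of the others was 1 in the first set, but 489 with the dyes balanced within slide and row, where 2 others gave any call. A dye effect for each row of the slide gave 241 calls over 26,085 transcripts, reached by 1 of 100 labellings in the first set, where another gave 151, and by 2 of 100 in the second, where another gave 420. The labelling with 489 calls exchanged the labels of 2 arrays and that with 420 those of 4, so both keep most of the real labels, but a dye effect for each row gave more calls with the latter than with the real labels. Of its calls, 219 were shared with those of the pattern model. A hypothesis is that many small training effects are hidden by a technical pattern. It was found and tested on the same arrays, the pattern may hold differences between animals, and 0 of these changes passed against a null of 10% by limma, with 153 transcripts at an unadjusted p under 0.05.

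Among 21 pairs of persistently regulated transcripts, only those of EB255259.1 and EB342172.1 correlated across the 16 arrays past an adjusted p of 0.05 by both r and rho (r = 0.80, permutation p = 0.00024, adjusted p = 0.00504; rho = 0.724, permutation p = 0.00238, adjusted p = 0.025). By rho alone EB257711.1 also passed with EB342172.1 (rho = 0.732, permutation p = 0.00189, adjusted p = 0.025) and with EB255259.1 (rho = 0.674, permutation p = 0.00503, adjusted p = 0.0352). For the first pair, r within the slides was 0.858 and 0.755, and without the 2 arrays farthest from the median it was 0.815. With the red over green pattern taken out r was 0.0622 and 0 of 21 pairs passed by r, so the pattern is a candidate explanation of this correlation.

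The widest spread between arrays was at M29346.1, with an SD of 2.29 and arrays from -3.75 to 4.69, where the median transcript had an SD of 0.17. Its log-fold change was 1.09, the largest in size on the array, and positive on 13 of 16 arrays, but its unadjusted p against a null of 0 was 0.0474 by limma. Noise of single spots is argued against, since its 2 probes correlated at r of 0.998 across arrays. It also correlated with M25887.1 at r of 0.983. Differences between pools of animals or between sides stay open, and no biological explanation was tested.

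The log ratios of EB254334.1 correlated most, among 26,084 other transcripts, with those of EB250403.1 (r = 0.96, rho = 0.941, permutation p = 1e-05 for both, the smallest that 100,000 permutations can give). The p is not corrected for the search among 26,084 transcripts. Within the slides r was 0.969 and 0.957, and without the 2 arrays farthest from the median it was 0.966. EB250403.1 had a log-fold change of 0.67 (SE 0.20), positive on 12 of 16 arrays, with an adjusted p of 0.305 over all transcripts from limma. Shared probe sequence is argued against, because the longest run of bases common to their probes was 6. Fragments of one transcript without shared probe sequence stay open, and no biological explanation was tested.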
